A study of Solanum lycopersicum with 26 samples. Its data were reported in "Root Transcriptomic Analysis Reveals Global Changes Induced by Systemic Infection of Solanum lycopersicum with Mild and Severe Variants of Potato Spindle Tuber Viroid" (2019).

How the data were processed

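The series holds 26 arrays of tomato roots (cultivar Rutgers) from plants given 2 µg of plasmid, either with the full-length cDNA of PSTVd-M or PSTVd-S23 or, as control, without an insert. Per the labels each group of treatment and time (17, 24 and 49 dpi) has 3 biological replicates, and PSTVd-S23 at 17 dpi has 2. The authors hybridised 1 sample per 1-colour GeneChip and deposited log2 signals per probe set after robust multiarray averaging (background correction, quantile normalization, probe summary) in the Partek software. The study names the ST type of tomato GeneChip, but the probe set names are those of the 3' type, which the 5' to 3' score assumes. Scanner files and scan dates were not used here, so another background correction or a block for the scan could not be run.

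The table has 10209 probe sets. The 171 control probe sets (spikes and reporters) were left out of the tests, which leaves 10038. Of these 909 (9.06%) have 1 gene symbol (803 distinct genes), 0 have several, and 9129 have none, and 885 match a current gene entry. Symbols alone identify the genes, and roles of 473 of them were written down from general knowledge after the counts of calls were known and before results per gene were read. No genome coordinates were used. The 325 pairs of arrays were compared, with 0 identical, and 0 columns of values stayed unused.

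Group means were fitted to all 26 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, without trend, equal weights), 13 contrasts were drawn from them, and p-values were adjusted by Benjamini-Hochberg within each contrast. A probe set is called at an adjusted p under 0.05. Errors after ± are standard errors of the limma contrast for log2 changes and standard deviations for group means. The contrasts are each variant against the control of its day, PSTVd-S23 against PSTVd-M on each day, the difference of each variant's effect between 49 and 17 dpi, and controls of 24 and 49 dpi against 17 dpi. The comparisons, tests, thresholds, rule for named genes and alternatives were fixed before the data were examined, with the themes of 18 gene lists. Members of the lists were set by symbol once the annotation was seen and before the first fit, when values of 3 probe sets and the study's gene tables had been seen, and 3 lists (wall glycosidases, antioxidant enzymes, sucrose cleavage and hexose use) were chosen then.

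The 21 lists are expansins, xyloglucan endotransglucosylases, pectin modification, cellulose synthesis and endoglucanases, wall proteins (arabinogalactan, extensin and proline-rich), wall glycosidases, jasmonate, ethylene, auxin, abscisic acid and gibberellin synthesis or signalling, proteinase inhibitors and wound proteins, pathogenesis-related proteins, WRKY factors, histones and cell cycle, photosynthesis genes as markers of green shoot tissue, cytosolic ribosomal proteins, heat shock proteins, nitrate, phosphate and iron acquisition, antioxidant enzymes, and sucrose cleavage and hexose use. Each gene entered by its probe set with the highest mean. Lists of at least 4 genes were tested with camera (preset correlation 0.01, adjusted over the 21 lists of a contrast), with an estimated correlation and fry as alternatives. Counts adjusted over the list alone take the p-values of its members only. Other themes had under 4 members and were not analysed here.

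Named genes follow a rule, namely the 6 largest rises and falls among called probe sets with a gene and a known role in each comparison with controls, up to 2 called members of each list, the 4 largest each way between variants, and a panel fixed after reading the study, with some left out for length. Further list members and the genes of the control comparisons were named outside the rule, after their values were seen (OPR3, ETR4, ERF4 at 24 dpi in PSTVd-M, LOX1.1, AOC, COI1, XTH1, XTH5, LOC543916, XET4, PE1, PG2, TAPG1, NRAMP1, Nramp2, loxC, Cel2, IAA16, ER5, XET2, PTI4, AREB1, LEA14 and ETR2 among them).

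The 5' to 3' score is the mean over 3 control genes of 5' minus 3' log2 signal. Its differences were tested by exact permutation of arrays and its correlations by 100000 permutations. For correlations between variants, 100 simulations of unchanged groups gave the values that shared controls produce. Alternatives were median centring, cyclic loess, removal of the 25% of probe sets with the lowest mean (share 0.25), only the arrays of the groups compared, eBayes with trend and robust, array weights, an unmoderated ANOVA contrast, a 2-fold threshold, the study's rule (unadjusted p and 2-fold), the replicate number as a block, and each array left out. The score as a covariate and the fit without control replicates 1 and 2 of 49 dpi were chosen after seeing the data. The default algorithm for array weights did not converge, and the gene-by-gene algorithm was used, a choice made after both counts were seen. The main fit had been run on the real arrays before the scripts were tested on simulated data. There, 10038 probe sets were drawn independently of each other, each with its spread pooled over all groups. Variation shared between probe sets, as on the real arrays, was thus not simulated. Changes were added to the PSTVd-M arrays of 17 dpi and tested against the control of that day. Of these, 6 of 67 of 1.5-fold (8.96%), 24 of 67 of 2-fold (35.8%) and 51 of 66 of 4-fold (77.3%) were called. False calls were 5 among 86. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.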

Results

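Roots of tomato, cultivar Rutgers, were profiled on 1-colour oligonucleotide GeneChips after inoculation with plasmid that carried the full-length cDNA of a mild (PSTVd-M) or a severe (PSTVd-S23) variant of potato spindle tuber viroid, a small circular RNA that encodes no protein. Control plants received the empty plasmid. Roots were taken at 17 days post-inoculation (dpi), with early symptoms, at 24 dpi, with full symptoms, and at 49 dpi, in recovery. Each of the 9 groups had 3 arrays, except PSTVd-S23 at 17 dpi with 2, which makes 26. The labels call the arrays of a group biological replicates, so the p-values measure the spread between these samples, and the number of arrays limits the precision. Of 10038 probe sets tested, 909 carry a gene symbol, and the named genes below come from those. Each comparison with the control of the same day asks which root transcripts a variant changed.

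The arrays differed most in a sign of RNA integrity. Control probe sets read the 5' and the 3' end of actin, gapdh and ef1a mRNA, and their mean log2 difference, 5' minus 3', is lower in more broken RNA. This score is an indirect measure of RNA integrity, which the study evaluated on a Bioanalyzer with values not used here. It was -5.62 ± 0.705 (SD, n = 3) in the controls of 49 dpi, against -2.81 ± 0.671 and -2.46 ± 0.679 in those of 17 and 24 dpi. In PSTVd-M roots it was -4.03 ± 1.73, -3.95 ± 1.25 and -4.0 ± 1.96 at the successive times, and in PSTVd-S23 roots -3.98 ± 1.00 (n = 2), -3.56 ± 0.988 and -2.56 ± 0.262. Infected roots thus scored lower than the controls at 17 and 24 dpi, by -1.22 (exact permutation p = 0.3) and -1.49 (p = 0.2) in PSTVd-M and by -1.18 (p = 0.3) and -1.1 (p = 0.3) in PSTVd-S23. They scored higher at 49 dpi, by 1.62 (exact permutation p = 0.2) in PSTVd-M and by 3.06 (p = 0.1, the smallest p that 3 against 3 arrays allow) in PSTVd-S23. Over the 26 arrays the score correlated with the component that held 36.3% of the variance (Pearson r = 0.963, permutation p = 1e-05; Spearman rho = 0.988, permutation p = 1e-05, the smallest the permutations can give, and 3e-05 adjusted over 3 components). Here r was 0.966 within groups and 0.988 without the 2 arrays farthest from the median score. With the next components r was 0.126 (permutation p = 0.5, and r = 0.522 within groups, not tested) and -0.0535 (permutation p = 0.8, and 0.0631 within groups).

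**Figure D1:**
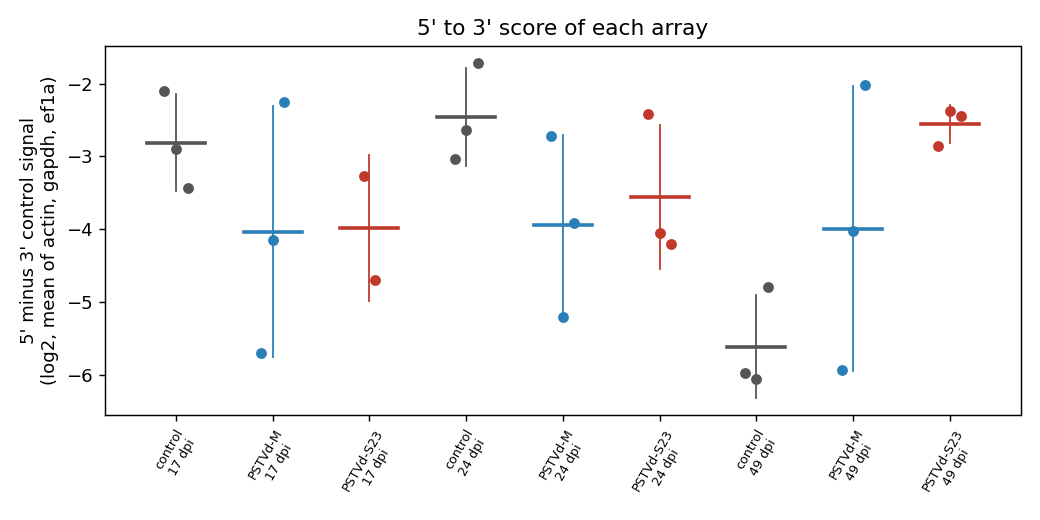
The log2 difference between 5' and 3' control probe sets (vertical axis, log2) on each array (points), with the group mean and SD (bars), for control, PSTVd-M and PSTVd-S23 roots at 17, 24 and 49 dpi. The 49 dpi controls lie between -6.06 and -4.80 and the PSTVd-S23 arrays of that day between -2.86 and -2.37.

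At 17 dpi in mild infection transcripts of the jasmonate synthesis genes AOS and loxD were higher, and those of genes whose products loosen the cell wall lower. The allene oxide synthase gene AOS, whose enzyme commits lipid hydroperoxides to jasmonate, rose from 3.92 ± 1.53 (SD, n = 3) in controls to 9.19 ± 0.537 on the log2 scale, a change of 5.27 ± 0.991 (SE, adjusted p = 0.00494). The lipoxygenase gene loxD, which acts upstream of it, rose by 4.09 ± 0.663 (adjusted p = 0.00197). BR1, a xyloglucan endotransglucosylase that recuts the polymers between cellulose fibres, fell from 10.32 ± 0.375 to 6.74 ± 0.234 (adjusted p = 0.00217), and its relative XTH6 fell by 2.81 ± 0.401 (adjusted p = 0.000542). The beta-galactosidases TBG4 and TBG1, which trim wall polysaccharides, fell by 1.80 (adjusted p = 0.000644) and 1.29 (adjusted p = 0.00242), and the expansin exp18 fell by 1.56 ± 0.298 (adjusted p = 0.00545).

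Other genes called at 17 dpi in PSTVd-M roots act in respiration, starch use and chromatin. AOX1a, the alternative oxidase of mitochondria, rose by 2.44 ± 0.497 (adjusted p = 0.00793) and the beta-amylase BMY3 by 1.91 (adjusted p = 0.00455), while histone H1 fell by 0.99 (adjusted p = 0.00562). ACO6, which makes ethylene, fell by 3.05 (adjusted p = 0.00908), and matriochka, a mini zinc finger gene named as an inhibitor of meristem activity, fell by 3.21 (adjusted p = 0.00923). All infected arrays of each gene named as changed at 17 and 24 dpi lay beyond all control arrays, which chance gives in 10% of genes for 3 against 3 arrays and in 20% for 2 against 3. The calls of AOX1a (2.34) and ACO6 (-3.03) ended without control replicate 1, and that of matriochka without it (-2.82) or without PSTVd-M replicate 3 (-2.60). In total 407 probe sets were called, 215 higher and 192 lower, and 732 with the 5' to 3' score as a covariate (325 higher, 407 lower), of which 377 were shared in the same direction. Without PSTVd-M replicate 1 or 2 the count was 264 or 247, and without control replicate 1 or 2 it was 106 or 255.

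Among gene lists at 17 dpi, the expansins shifted down in PSTVd-M (12 genes, median -0.95, camera adjusted p = 0.00115; adjusted p = 0.429 with an estimated correlation). Called lower were exp18 and EXP12 (-2.22), and 4 adjusted over the list alone. The wall glycosidases shifted down (median -0.37, adjusted p = 0.0466, and 0.429 with an estimated correlation), with TBG4 and TBG1 called and 4 lower adjusted over the list alone. Jasmonate genes shifted up (13 genes, median 0.24, adjusted p = 0.0466, and 0.429 with an estimated correlation), with AOS, loxD and the reductase gene OPR3 (1.18) called and 3 higher and 1 lower adjusted over the list alone. Of the 7 abscisic acid genes (median 1.09, adjusted p = 0.0481, and 0.429 with an estimated correlation) FLACCA (1.09), a cofactor sulfurase, was called higher. Of the 8 heat shock genes (median 0.47, adjusted p = 0.0466, and 0.276 with an estimated correlation) limma called 0, with 3 at an unadjusted p under 0.05 and 2 higher adjusted over the list alone. Among the pathogenesis-related list, whose median (-0.03) and mean (0.15) differ in sign and which was not called (adjusted p = 0.995), the 2 called genes are regulators of salicylic acid responses and not defence proteins, NPR1 (1.08) and its relative NML1 (1.24).

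Single arrays carried several of these calls. The jasmonate, abscisic acid, heat shock and glycosidase lists of PSTVd-M at 17 dpi were no longer called without PSTVd-M replicate 3 (adjusted p = 0.162, 0.251, 0.162 and 0.387), without control replicate 1 (0.069, 0.069, 0.0648 and 0.0562) or without control replicate 3 (0.0729 each). They also ended without replicates 1 and 2 of the 49 dpi controls, which enter this comparison through the variance alone (0.0536, 0.0536, 0.0536 and 0.0713). With the covariate the jasmonate list had an adjusted p of 0.0938, and after cyclic loess it and the heat shock list had 0.0543. EXP12 lost its call without any of the arrays but PSTVd-M replicate 1 (changes from -2.54 to -1.92 over the 6 fits), NML1 likewise (0.75 to 1.59), and FLACCA without any but PSTVd-M replicate 3 (0.93 to 1.35). NPR1 lost it without PSTVd-M replicate 3, control replicate 1 or control replicate 2 (0.71 to 1.29), and OPR3 without PSTVd-M replicate 2, control replicate 1 or control replicate 3 (0.93 to 1.34).

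By 24 dpi, with full symptoms, PSTVd-M roots showed higher levels of some jasmonate and ethylene genes and of a hexose transporter. AOS rose from 2.94 ± 0.429 to 11.13 ± 0.948 (SD, n = 3; log2 change 8.19 ± 0.991, adjusted p = 8.96e-05). The controls (2.45 to 3.26) lie near the low end of the scale, so the size of this change is less certain than its direction. AOC, the next enzyme of the pathway, rose by 2.12 ± 0.448 (adjusted p = 0.00738). EREB and PTI4, ethylene response factors of which PTI4 binds the resistance kinase Pto, rose by 4.98 ± 0.863 (adjusted p = 0.00173) and 3.20 ± 0.389 (adjusted p = 8.96e-05). The hexose transporter HT2 rose by 2.50 (adjusted p = 0.000639), and ER5, a late embryogenesis abundant protein induced by ethylene and abscisic acid, rose by 4.52 ± 0.814 (adjusted p = 0.00237).

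Further rises at 24 dpi in PSTVd-M came from NAC1, a NAC transcription factor (3.57, adjusted p = 0.00086), Fad7, a plastid fatty acid desaturase that supplies jasmonate precursors (3.29, adjusted p = 0.00137), the extensin-like wall protein gene Dif54 (2.26, adjusted p = 0.00131), the xyloglucan endotransglucosylase XET2 (3.36, adjusted p = 0.000277) and the beta-galactosidase TBG7 (2.31, adjusted p = 0.000214). Lower were XTH6 (-2.34, adjusted p = 0.00154), the endoglucanase cel7 (-2.1, adjusted p = 0.00738), the expansins exp18 (-1.68, adjusted p = 0.00208) and EXPA4 (-1.58, adjusted p = 0.00468) and the small heat shock protein HSP17-6 (-1.54, adjusted p = 0.00356). Wiv-1, a cell wall invertase, rose by 2.08 (adjusted p = 0.014) but lost its call without PSTVd-M replicate 2 (1.89) or control replicate 3 (2.01), and TBG5 fell by 1.22 (adjusted p = 0.01) but lost it without PSTVd-M replicate 2 (-1.18) or control replicate 3 (-1.11). In all, 591 probe sets were called, 368 higher and 223 lower, and 881 with the score as a covariate (459 higher, 422 lower), 496 of them shared. Without PSTVd-M replicate 2 the count was 248 and without control replicate 3 it was 272.

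The list of 38 ethylene genes shifted up in PSTVd-M at 24 dpi (median 0.50, camera adjusted p = 7.54e-09; adjusted p = 0.121 with an estimated correlation). It had 10 genes called higher, 0 lower, and 15 higher adjusted over the list alone. Besides EREB and PTI4 these included the receptor ETR4 (2.74), which restrains the response, and the response factors ERF4 (2.53) and LOC606712 (2.40). Jasmonate genes shifted up (median 0.85, adjusted p = 0.00754, and 0.278 with an estimated correlation), with AOS, AOC and OPR3 (1.17) called and 4 adjusted over the list alone, while loxD was not called (0.85, adjusted p = 0.464). The pathogenesis-related list shifted up (median 0.65, adjusted p = 0.0089, and 0.495 with an estimated correlation) with the regulators NML1 (1.33) and NPR1 (0.87) called and 5 adjusted over the list alone, but not by fry (0.0734). Expansins shifted down (median -0.68, adjusted p = 0.00167, and 0.29 with an estimated correlation), with exp18 and EXPA4 called and 6 adjusted over the list alone. Nutrient acquisition genes shifted down (8 genes, median -1.04, adjusted p = 0.00754, and 0.278 with an estimated correlation), of which limma called 0, with 5 at an unadjusted p under 0.05 and 2 lower adjusted over the list alone. Leaving out control replicate 1 ended the call of the pathogenesis-related list (adjusted p = 0.202) and of the nutrient list (0.0509), and so did PSTVd-M replicate 1 for the latter (0.0606). OPR3 lost its call without any array but PSTVd-M replicate 3 (1.1 to 1.28), NML1 without any but PSTVd-M replicate 1 and control replicate 2 (1.22 to 1.46), and NPR1 without any of the 6 (0.63 to 0.99).

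At 49 dpi, in recovery, single jasmonate synthesis genes were again higher in mild infection, and genes of wall remodelling changed both ways. AOS rose from 4.16 ± 1.27 to 10.92 ± 1.71 (SD, n = 3; log2 change 6.76 ± 0.991, adjusted p = 0.000276), TBG7 from 2.67 ± 0.564 to 7.12 ± 0.118 (4.45 ± 0.308, adjusted p = 7.01e-08; controls near the low end of the scale, so the size is less certain), and the xyloglucan endotransglucosylase XTH3 by 4.43 ± 0.686 (adjusted p = 0.000414). TBG7 signal at 17 dpi lay between 8.9 and 9.8 in controls and between 8.0 and 8.8 in PSTVd-M roots. Its difference at 49 dpi thus goes with a fall in controls, not with a rise in infected roots over time. Of the proline transporter genes, ProT2 was lower by -2.98 ± 0.259 (adjusted p = 1.29e-06) and ProT3 by -2.86 ± 0.41 (adjusted p = 0.000225). The controls of this day had the lowest 5' to 3' scores, and without their replicates 1 and 2, which scored lowest, these genes had an adjusted p under 0.05 too (AOS 7.78, adjusted p = 0.0134; TBG7 3.81, 8.32e-05; XTH3 5.56, 0.0106; ProT2 -3.16, 8.32e-05; ProT3, 0.0439), as were TBG4 (-1.86, adjusted p = 0.0212) and XTH6 (-2.08, 0.0139), both lower. That fit has 1 control array left, replicate 3 with a score of -4.80, and takes its spread from the other groups. It thus does not free these calls from a difference in the score.

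A further set of genes was called in PSTVd-M at 49 dpi with all arrays and not without those 2 control arrays. It holds loxD (3.88, adjusted p = 0.000868, and 0.0535 without them), BR1 (3.22, 0.00133 and 0.159), adc1, an arginine decarboxylase of polyamine synthesis (4.31, 0.00414 and 0.495), the ethylene response factor ERF-H1 (4.06, 0.000913 and 0.0821), the endotransglucosylase tXET-B2 (3.32, 0.00213 and 0.0707), the late embryogenesis abundant gene LEA14 (2.35, 0.00021 and 0.088) and AGP-1, an arabinogalactan protein of the cell wall (1.88, 0.00183 and 0.145). Lower in the same way were 20ox-3, a gibberellin 20-oxidase (-3.54, 0.00119 and 0.278), ACO6 (-3.16, 0.00234 and 0.386), the peroxidase TPX2 (-2.31, 0.00278 and 0.162), the protease SBT1 (-2.13, 0.00156 and 0.247), the growth repressor GAI (-1.14, 0.00178 and 0.064) and the cyclin CycA3 (-1.14, 0.000709 and 0.143). The count was 2448 probe sets, 1058 higher and 1390 lower (43.2% higher, with a median of all genes of -0.118, and 0.00901 after cyclic loess; 945 and 1656, 36.3% and -0.212 after centring; 1113 and 1144, 49.3%, without the 25% of probe sets with the lowest signal). It was 1585 with the covariate (760 higher, 825 lower, 1388 shared) and 89 without the 2 control arrays (82 shared). Leaving out PSTVd-M replicate 1, 2 or 3 gave 4146, 921 or 984, and control replicate 1, 2 or 3 gave 730, 878 or 4537.

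No list of genes was called by camera in PSTVd-M at 49 dpi. The 13 jasmonate genes had a median of 0.54 (adjusted p = 0.138, but fry adjusted p = 0.0154, and camera 0.0206 with the covariate and 0.018 without the 2 control arrays). The synthesis genes AOS, loxD, AOC (2.13) and OPR3 (1.14) and the lipoxygenase gene LOX1.1 (3.23) were called higher. The symbol of LOX1.1 does not show whether it acts in jasmonate synthesis. The receptor COI1 (-0.85), which perceives jasmonate, was called lower. Adjusted over the list alone, 6 were higher and 1 lower. The 11 xyloglucan endotransglucosylases had a median of 1.05 (adjusted p = 0.166, and fry adjusted p = 0.0277), with XTH3, tXET-B2, BR1, LOC543916 (2.23) and XTH1 (1.74) higher and XTH6 and XTH5 (-1.0) lower, and 6 and 2 adjusted over the list alone. OPR3, XTH1 and LOC543916 lost their calls without control replicate 1 (1.1, 1.14 and 1.42) or PSTVd-M replicate 2 (0.89, 1.57 and 1.96), and XTH1 also without control replicate 2 (1.59). The median and the mean of the 38 ethylene genes differed in sign (-0.00423 and 0.37, adjusted p = 0.441), with 9 called higher and 6 lower. The expansins had both below 0 and a camera direction up (-0.11 and -0.08, adjusted p = 0.9).

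**Figure D2:**
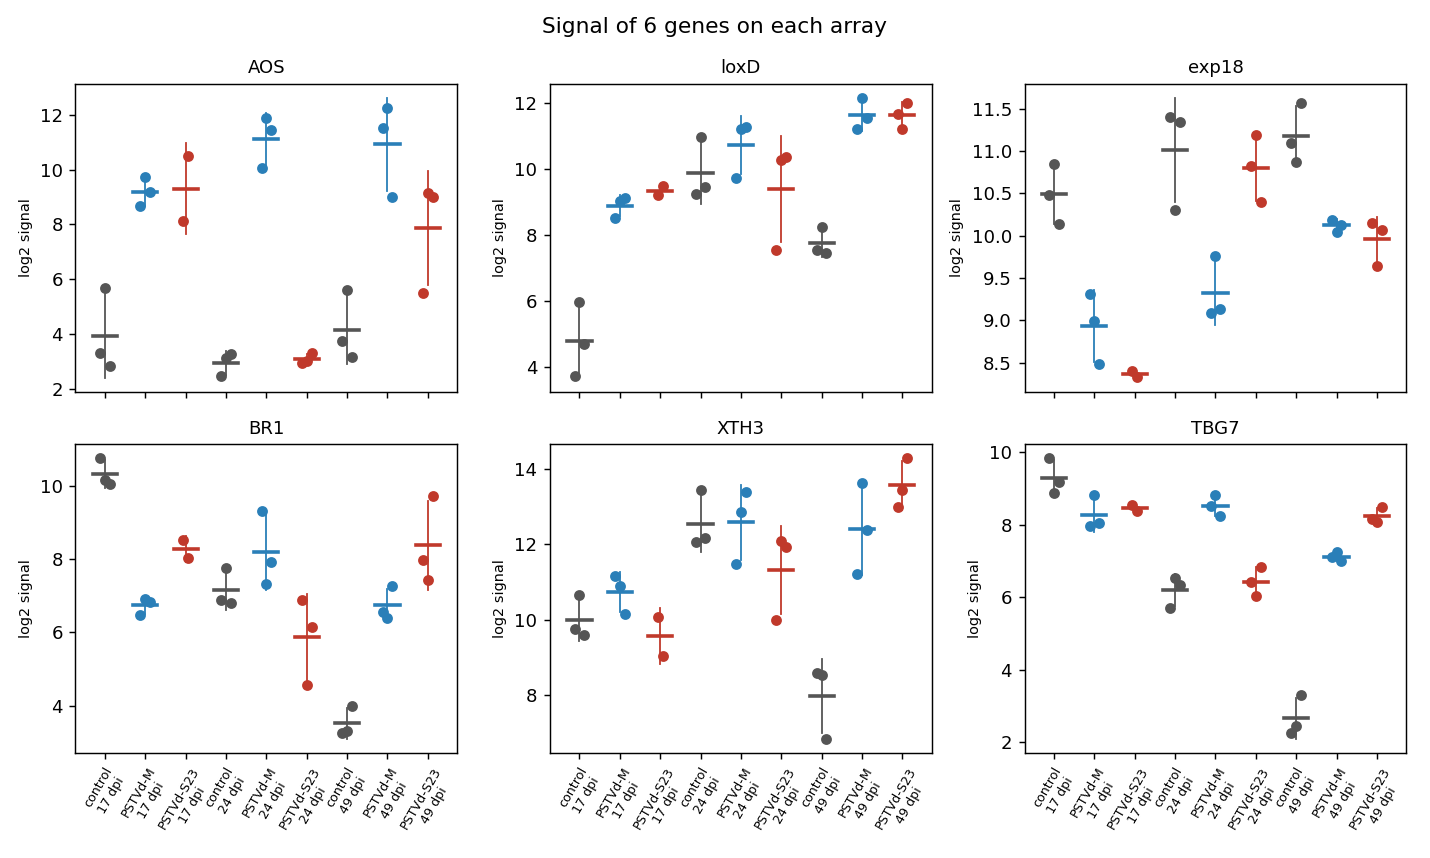
Log2 signal (vertical axis) of AOS, loxD, exp18, BR1, XTH3 and TBG7 on each array (points), with group mean and SD (bars), by group and time. AOS lies between 10.06 and 11.88 in PSTVd-M roots at 24 dpi and between 2.95 and 3.31 in PSTVd-S23 roots.

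In severe infection at 17 dpi transcripts of wall-loosening genes were lower, and those of the jasmonate synthesis genes loxD and AOS higher. The expansin EXPA4 fell from 6.53 ± 0.0468 (SD, n = 3) to 3.44 ± 0.0366 (n = 2; log2 change -3.09 ± 0.351, limma adjusted p = 9.5e-05), EXP12 by -4.45 ± 0.64 (adjusted p = 0.000934) and exp18 by -2.12 ± 0.333 (adjusted p = 0.00193). The endoglucanase cel7, which cuts cellulose-like glucans, fell by 3.56 ± 0.498 (adjusted p = 0.000753), and RNALE, a ribonuclease induced by phosphate starvation, fell by 3.93 ± 0.524 (adjusted p = 0.000511). The lipoxygenase gene loxD rose by 4.54 ± 0.741 (adjusted p = 0.00203) and AOS by 5.38 ± 1.11 (adjusted p = 0.00958).

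Also higher in PSTVd-S23 at 17 dpi were AOX1a (2.67, adjusted p = 0.00995) and twi1, a glucosyltransferase induced by wounding (2.1, adjusted p = 0.00514). Lower were exp9 (-3.46, adjusted p = 0.0039), the endoglucanase CEL8 (-2.88, adjusted p = 0.00203), TBG1 (-1.48, adjusted p = 0.00203), TBG6 (-1.71, adjusted p = 0.009) and XTH6 (-2.21, adjusted p = 0.00869). Without PSTVd-S23 replicate 2 the calls of AOS (4.21), exp9 (-2.35) and CEL8 (-2.44) ended, and without replicate 1 those of AOX1a (1.94) and twi1 (1.64). Control replicate 1 decided AOS (5.07) and AOX1a (2.57) too, TBG6 lost its call without PSTVd-S23 replicate 2 or control replicate 1 (-2.1 to -1.33 over the 5 fits), and XTH6 without either PSTVd-S23 array (-2.39 to -2.09). The count was 356, with 190 higher and 166 lower, and 727 with the covariate (337 higher, 390 lower, 352 shared). It was 164 or 99 without PSTVd-S23 replicate 1 or 2, and 118 or 210 without control replicate 1 or 2.

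Of the 21 lists, 11 were called in PSTVd-S23 at 17 dpi, and of these the expansins kept the call with an estimated correlation. Their median was -2.28 (camera adjusted p = 6.63e-13, and 0.0144 with an estimated correlation), with 6 of 12 called lower and 10 adjusted over the list alone. Down too were cellulose and endoglucanase genes (median -1.08, adjusted p = 0.000325, and 0.175 with an estimated correlation; cel7, CEL8 and Cel2 lower, 3 adjusted over the list alone), wall glycosidases (-0.92, 0.00977 and 0.223; 2 and 7 lower), endotransglucosylases (-0.44, 0.0458 and 0.316; XTH6 and XTH1 lower, 3 alone), auxin genes (-0.45, 0.0204 and 0.126; 3 called, 4 alone) and histones and cell cycle genes (-0.58, 0.0183 and 0.465; limma called 0, 4 at an unadjusted p under 0.05). The auxin genes called were the repressors IAA2 (-1.79), IAA7 (-1.69) and IAA16 (-1.06), which block auxin responses. Up were jasmonate (0.58, 0.0127 and 0.216; AOS, loxD and OPR3), pathogenesis-related (0.96, 0.0242 and 0.457; 0 called, 4 unadjusted, 3 alone), abscisic acid (0.96, 0.0458 and 0.347; 0 called, 3 unadjusted, 2 alone), heat shock (0.35, 0.0458 and 0.175; 0 called, 4 unadjusted) and ethylene genes (0.43, 0.0127 and 0.352; 7 higher and 3 lower adjusted over the list alone). The ethylene genes called went against their list, since the ACC oxidases ACO6 (-2.59) and ACO4 (-1.07), which make the hormone, were lower.

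Most of these list calls at 17 dpi in PSTVd-S23 hung on an array. Without control replicate 3 the endotransglucosylase, pathogenesis-related, auxin, abscisic acid and histone lists had an adjusted p of 0.0708 each and the heat shock list 0.08. Without PSTVd-S23 replicate 1 the values were 0.106 for endotransglucosylases, 0.823 for pathogenesis-related genes, 0.434 for abscisic acid genes and 0.106 for heat shock genes, and without replicate 2 they were 0.0562 for jasmonate, 0.216 for histones and 0.0532 for heat shock. Control replicate 1 ended the abscisic acid (0.0704) and heat shock (0.0538) calls and control replicate 2 that of the endotransglucosylases (0.0511). With the covariate the heat shock list had an adjusted p of 0.0533 and after cyclic loess 0.0639, and after centring the abscisic acid list had 0.0541. Without the 25% of probe sets with the lowest signal the auxin list had 0.127. Fry did not call the endotransglucosylase (0.0638), pathogenesis-related (0.106), ethylene (0.0591), abscisic acid (0.0604) and histone (0.239) lists. Cel2 (-3.22 to -1.71) and IAA16 (-1.18 to -0.93) lost their calls without any of the 5 arrays. The same held for IAA7 (-2.27 to -1.11), XTH1 (-2.77 to -1.50) and OPR3 (0.69 to 1.78) without any but PSTVd-S23 replicate 1, for ACO6 (-3.56 to -1.62) without any but PSTVd-S23 replicate 2, and for ACO4 (-1.20 to -0.94) without any but control replicate 3. IAA2 (-2.16 to -1.41) lost it without PSTVd-S23 replicate 2, control replicate 1 or control replicate 2.

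At 24 dpi the severe variant gave the fewest calls of the comparisons with controls, among them a defence gene and ethylene response factors. PR1b1, the pathogenesis-related protein PR-1, rose from 8.15 ± 2.26 to 12.20 ± 0.561 (SD, n = 3; log2 change 4.05 ± 0.892, adjusted p = 0.0254), and the ethylene response factors ERF4 and LOC606712 rose by 3.25 ± 0.356 (adjusted p = 0.000103) and 1.97 ± 0.31 (adjusted p = 0.00411). ER1, a proteinase inhibitor induced by ethylene, rose by 1.46 (adjusted p = 0.00535). Falling were TPX2, a peroxidase (-2.96, adjusted p = 0.00437), EXPA4 (-1.96, adjusted p = 0.00437) and hqt, which makes chlorogenic acid (-1.89, adjusted p = 0.00471). AOS was not called (3.09 ± 0.193 against 2.94 ± 0.429, adjusted p = 0.949), nor was loxD (-0.49, adjusted p = 0.78), which was not called in PSTVd-M at 24 dpi either, nor between the variants (-1.34, adjusted p = 0.31).

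Sucrose synthase (LOC543961), which splits sucrose, rose in PSTVd-S23 at 24 dpi by 2.17 (adjusted p = 0.00712; call lost without PSTVd-S23 replicate 1, 1.95). The glucanase GluB rose by 1.91 (adjusted p = 0.0157) and the haemoglobin GLB2 by 1.69 (adjusted p = 0.0125), while LOC543916 (-3.10, 0.0213), matriochka (-2.85, 0.0413), AREB1, a factor of abscisic acid signalling (-2.09, 0.0435), TBG6 (-1.47, 0.0212) and IAA16 (-1.13, 0.0214) fell. AREB1 lost its call without any of the 6 arrays (-2.34 to -1.82), PR1b1 without any but control replicate 3 (2.80 to 5.01), matriochka without any but control replicate 1 (-3.18 to -2.27) and TBG6 without any but PSTVd-S23 replicate 3 (-1.73 to -1.14). GluB (1.65 to 2.35) lost it without PSTVd-S23 replicate 1 or 3 or control replicate 1 or 2, and IAA16 (-1.25 to -1.05) without PSTVd-S23 replicate 1 or 3 or control replicate 1 or 3. LOC543916 (-3.55 to -2.47) lost it without PSTVd-S23 replicate 1 or 2 or control replicate 2, and GLB2 (1.55 to 1.88) without PSTVd-S23 replicate 3 or control replicate 3. With the covariate AREB1 had an adjusted p of 0.0542. The count was 132 (70 higher, 62 lower), with 1158 at an unadjusted p under 0.05 and 240 with the covariate. It was 39 or 55 without PSTVd-S23 replicate 1 or 3 and 82 or 41 without control replicate 2 or 3.

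Pathogenesis-related genes shifted up as a list in PSTVd-S23 at 24 dpi (14 genes, median 1.29, camera adjusted p = 1.04e-05, and 0.172 with an estimated correlation), with PR1b1 and GluB called and 8 higher adjusted over the list alone. Shifting down were abscisic acid genes (median -1.53, adjusted p = 0.000369, and 0.172 with an estimated correlation; AREB1 called, 4 lower and 1 higher alone), endotransglucosylases (-0.70, 0.00451 and 0.172; LOC543916), expansins (-0.74, 0.00451 and 0.36; EXPA4, 3 alone) and cellulose genes (-0.79, 0.0247 and 0.505), of which limma called 0, with 2 at an unadjusted p under 0.05. Without control replicate 1 the expansins had 0.139, endotransglucosylases 0.0537 and cellulose genes 0.139. Without control replicate 2 endotransglucosylases and cellulose genes had 0.0504 each, and leaving out PSTVd-S23 replicate 2 gave 0.0512 for expansins and 0.198 for cellulose genes (0.0745 without replicate 1). Fry did not call the expansins (0.169) and cellulose genes (0.223). 

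By 49 dpi in severe infection, single genes of wall remodelling changed both ways, and the peroxidase TPX2, the proline transporter ProT2 and FRO1 were lower. XTH3 rose from 7.98 ± 0.985 to 13.57 ± 0.65 (SD, n = 3; log2 change 5.59 ± 0.686, adjusted p = 3.16e-05), TBG7 by 5.57 ± 0.308 (adjusted p = 1.75e-09; from the same low controls), BR1 by 4.86 ± 0.586 (adjusted p = 2.8e-05) and loxD by 3.88 ± 0.663 (adjusted p = 0.000487). In PSTVd-S23 roots TBG7 lay between 8.4 and 8.5 at 17 dpi and between 8.1 and 8.5 at 49 dpi. BR1 lay between 8.0 and 8.5, then between 7.4 and 9.7. The differences of these 2 genes thus go with a fall in controls since 17 dpi. TPX2 fell from 7.50 ± 0.487 to 1.78 ± 0.028, near the low end of the scale (-5.72 ± 0.471, adjusted p = 2.83e-07), the wall protein gene Dif54 by -4.57 ± 0.376 (adjusted p = 2.83e-07), ProT2 by -4.12 ± 0.259 (adjusted p = 8.79e-09) and FRO1, the ferric chelate reductase of iron uptake, by -4.32 ± 0.872 (adjusted p = 0.00146). Without control replicates 1 and 2 of that day, an adjusted p under 0.05 was also found for XTH3 (6.73, adjusted p = 0.00115), TBG7 (4.93, 1.75e-06), BR1 (4.38, 0.0111), loxD (0.0338), TPX2 (0.000263), Dif54 (2.94e-05), ProT2 (9.87e-07) and FRO1 (0.00969), of which FRO1 was not called with the covariate (0.061). Here too 1 control array is left (score -4.80, against a mean of -2.56 in PSTVd-S23), so the gap in the score remains and the spread comes from other groups.

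Called in both ways in PSTVd-S23 at 49 dpi were also tXET-B2 (4.54, adjusted p = 0.00013, and 0.00969 without the 2 controls) and ERF-H1 (4.21, 0.00039 and 0.0423), both higher. Lower in the same way were the expansin EXP2 (-4.51, 0.00056 and 0.0338), a polyphenol oxidase (LOC606710, -3.87, 0.00056 and 0.00725), a thaumatin-like defence protein (LOC543878, -2.42, 0.0004 and 0.00172), the hexokinase hxk1 (-1.16, 0.000108 and 0.01) and GAI (-1.34, 0.000313 and 0.0163). FER, the regulator of iron uptake, fell by 2.64 (0.00383 and 0.0494) and the expansin EXPA8 by 2.68 (0.00255 and 0.0425), but with the covariate neither was called (0.162 and 0.118). Calls that ended without those controls were adc1 (5.76, 0.000319 and 0.107), the kinase MPK3 (4.36, 0.000158 and 0.0691), AOS (3.72, 0.00558 and 0.0846; 2 of 3 infected arrays above all controls), AGP-1 (2.15, 0.000414 and 0.0511), LEA14 (2.26, 0.000158 and 0.0763), and exp9 (2.33, 0.00314 and 0.477), all higher. Those of lower genes were ACO6 (-4.16, 0.000191 and 0.0756), exp18 (-1.22, 0.0036 and 0.0543), TBG4 (-1.21, 0.00208 and 0.0831) and 20ox-3 (-2.21, 0.00829 and 0.553; call also lost without control replicate 2, -1.64).

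The severe variant at 49 dpi had 5744 probe sets called, 2357 higher and 3387 lower, which is 41.0% higher with a median of all genes of -0.185. After cyclic loess it was 2497 and 2915 (46.1%, median -0.0389), after centring 2016 and 4093 (33%, -0.348), and without the 25% of probe sets with the lowest signal 2150 and 1977 (52.1%, 0.0177). The count was 697 with the covariate (393 higher, 304 lower, 620 shared), 230 without the 2 control arrays (224 shared) and 3576 without control replicate 2. The score of the 49 dpi controls was the lowest of all groups and differed by 3.06 from that of these roots. Of 82 genes with several probe sets, 64 had a call in this comparison, and 19 had all probe sets called. Calls in opposite directions occurred in 8, against 0 in the other comparisons with controls.

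**Figure D3:**
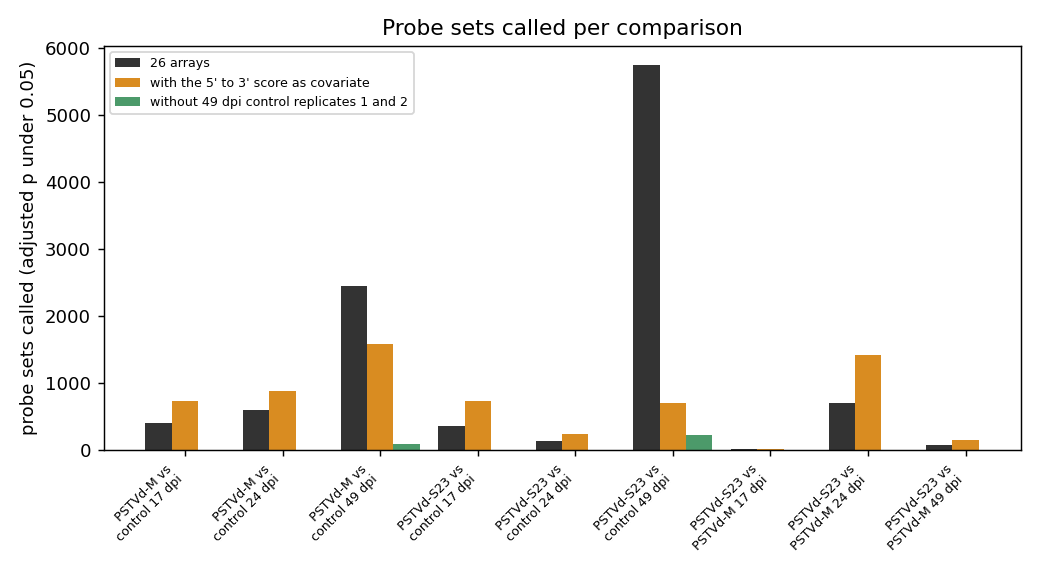
Called probe sets (vertical axis, number) in the comparisons with controls and between variants, with all 26 arrays, with the 5' to 3' score as a covariate, and without replicates 1 and 2 of the 49 dpi controls (bars). For PSTVd-S23 at 49 dpi the bars stand at 5744, 697 and 230.

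No list was called by camera in PSTVd-S23 at 49 dpi. All 5 called of the 10 pectin genes were lower (median -0.92, adjusted p = 0.577; 5 adjusted over the list alone), namely the polygalacturonases TAPG2 (-1.53), TAPG4 (-1.17), PG2 (-1.07) and TAPG1 (-1.04) and the pectinesterase PE1 (-0.97), with group means from 2.43 to 4.36 near the low end of the scale. Gibberellin genes had 6 of 8 lower, among them GAI and 20ox-3, and 0 higher (median -0.56, adjusted p = 0.577, and fry adjusted p = 0.00199; 6 adjusted over the list alone). The genes that split sucrose and use hexoses had 9 of 18 lower, led by hxk1, and 1 higher (median -0.37, adjusted p = 0.577, and fry adjusted p = 0.00807; 9 and 2 adjusted over the list alone). Of the 13 jasmonate genes (median 0.19, adjusted p = 0.577) AOS, loxD and AOC (1.20; lost without PSTVd-S23 replicate 2 or 3 or control replicate 1 or 2, 1.02 to 1.48 over the fits) were called higher and the lipoxygenase gene loxC (-0.52; lost without control replicate 1, -0.40) lower. The endotransglucosylases went both ways (median -0.19, mean 1.38, camera direction up, adjusted p = 0.577), with XTH3, tXET-B2, BR1, LOC543916 (3.30) and XTH1 (1.98) higher and XTH6 (-2.42), XTH5 (-1.20) and XET4 (-0.61; lost without control replicate 2, -0.47) lower. Of the 8 nutrient genes (median -0.47, adjusted p = 0.678; 4 lower and 1 higher adjusted over the list alone) FRO1, FER, NRAMP1 (-1.39) and Nramp2 (-0.44) were called lower. The last 2 had some infected arrays within the control range and lost their calls without PSTVd-S23 replicate 1 (-1.38 and -0.39) or 3 (-0.84 and -0.30). NRAMP1 also lost it without control replicate 2 (-1.42) or 3 (-0.97) and Nramp2 without control replicate 1 (-0.28). Photosynthesis genes, markers of green shoot tissue, had 1 call, CAB5 (-0.38, adjusted p = 0.0183), which lost its call without control replicate 1 (-0.365) or 2 (-0.32) and changed by 0.048 after cyclic loess, and limma called 0 of the 9 in the other comparisons with controls, with 0 to 1 at an unadjusted p under 0.05. In the list tests, median, mean and camera direction shared a sign in every called list. In this comparison they did not in 9 of the 21, none called.

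**Figure D4:**
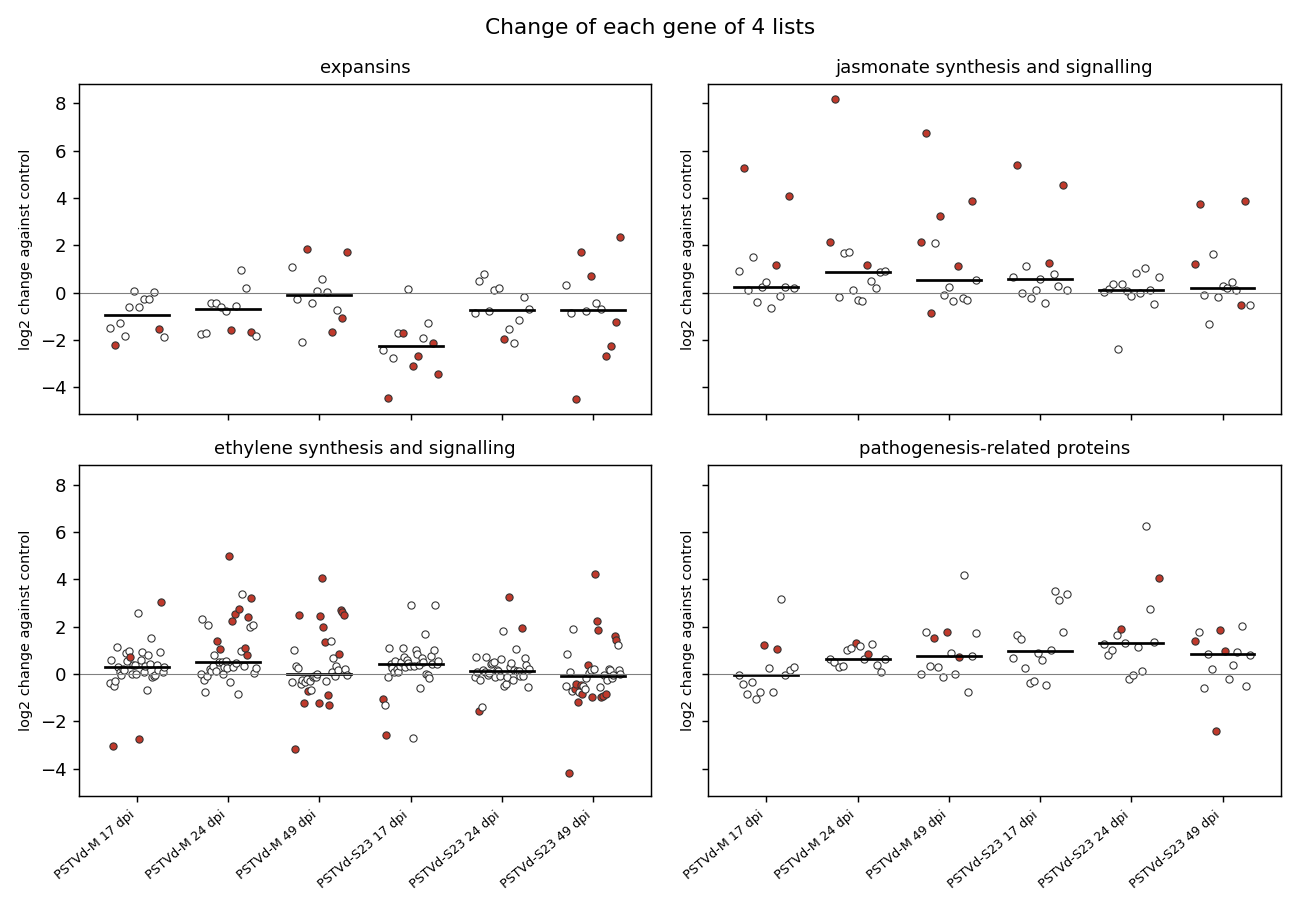
Log2 change (vertical axis) of each gene of 4 lists (expansins, jasmonate, ethylene and pathogenesis-related) in the 6 comparisons with controls, with called genes in red and the list median as a line. The expansin median is -2.28 in PSTVd-S23 at 17 dpi and -0.95 in PSTVd-M.

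A panel of genes was fixed after reading the study, which names several of them or their families from these samples, so their array values are not independent evidence. Besides AOS, loxD, BR1, AGP-1, exp9 and exp18, the panel holds CEVI-1, a peroxidase, P4, a PR-1 protein, and NPR1. P4 was not called in any comparison with controls (3.19, 1.27 and 4.20 in PSTVd-M, and 3.52, 6.26 and 0.94 in PSTVd-S23, adjusted p from 0.0914 to 0.675). CEVI-1 was called in PSTVd-S23 at 49 dpi alone (-1.83, adjusted p = 0.0378), where 2 of 3 arrays lay below all controls and leaving out control replicate 2, PSTVd-S23 replicate 1 or PSTVd-S23 replicate 3 ended the call (-2.40 to -0.96 over 6 fits). The alpha-glucosidase gene GLUII was not called in any (-0.22 to 0.35, adjusted p from 0.202 to 1) except after centring in PSTVd-S23 at 49 dpi (-0.38). The 3' control probe sets of gapdh (-0.10 to 0.14) and actin (-0.18 to 0.08), with GLUII the study's reference genes, were not called in the comparisons with controls (adjusted p from 0.374 to 0.952 over control probe sets). The panel's other genes were not analysed here.

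The comparison of PSTVd-S23 with PSTVd-M asks what sets severe symptoms apart. At 17 dpi 8 probe sets were called (1 higher, 7 lower, and 350 at an unadjusted p under 0.05). The named ones were all lower in the severe variant, RNALE (-3.23 ± 0.524, adjusted p = 0.00985), EXPA4 (-2.48 ± 0.351, adjusted p = 0.00336) and the auxin repressor IAA7 (-2.50 ± 0.429, adjusted p = 0.016). RNALE lost its call without PSTVd-S23 replicate 2 (-2.49), and IAA7 without it or without PSTVd-M replicate 1 or 3 (-3.07 to -1.92). The expansins were lower in PSTVd-S23 as a list (median -1.39, camera adjusted p = 6.36e-14, and 0.0101 with an estimated correlation; 1 called, 5 adjusted over the list alone), and so were auxin genes (median -0.33, 0.00329 and 0.0329, but 0.201 without the 25% of probe sets with the lowest signal; IAA7), cellulose genes (-1.53, 6.14e-06 and 0.0903) and histones (-0.56, 0.00307 and 0.478). Higher were pathogenesis-related (0.61, 3.14e-05 and 0.201) and photosynthesis genes (1.1, 0.00131 and 0.478). Of these last 4 lists limma called 0 genes each, with 3, 3, 3 and 1 at an unadjusted p under 0.05, and fry called none of them (0.129, 0.693, 0.38 and 0.661). Without PSTVd-S23 replicate 2 the cellulose (0.0595), auxin (0.0595) and histone (0.673) calls ended, without replicate 1 the pathogenesis-related (0.704) and photosynthesis (0.397) calls, and without PSTVd-M replicate 1 and 3 those of histones (0.464) and photosynthesis (0.366). The count was 20 without PSTVd-S23 replicate 1, 5 without PSTVd-M replicate 1 and 14 with the covariate.

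At 24 dpi the variants differed in 703 probe sets, 300 higher and 403 lower in PSTVd-S23. AOS was lower in the severe variant, near the low end of the scale (-8.04 ± 0.991, adjusted p = 8.82e-05), as were the NAC factor JA2, induced by jasmonate (-4.05, adjusted p = 0.00596), LOC543916 (-4.14, adjusted p = 0.000637), XET2 (-2.65, adjusted p = 0.00141), Dif54 (-2.58, adjusted p = 0.000313) and ER5 (-5.82, adjusted p = 0.00027). Higher in PSTVd-S23 were exp18 (1.47, adjusted p = 0.00429), FRO1 (3.54, adjusted p = 0.0165), the phosphate transporter PT2 (2.41, adjusted p = 0.0122), PR1b1 (3.39, adjusted p = 0.0242) and 20ox-3 (2.51, adjusted p = 0.0199). FRO1 and PT2 lost their calls without replicate 1 of PSTVd-M (2.74 and 1.85) or of PSTVd-S23 (3.35 and 1.95), PR1b1 without replicate 1 or 3 of PSTVd-M or 1 or 2 of PSTVd-S23 (2.93 to 3.72), and 20ox-3 without replicate 1 or 2 of PSTVd-M or 1 or 3 of PSTVd-S23 (2.28 to 2.87). The ethylene list was lower in the severe variant (median -0.50, camera adjusted p = 1.2e-06, and 0.0994 with an estimated correlation; 8 lower, PTI4 and ETR4 among them, and 1 higher, the receptor ETR2, 1.31). So were abscisic acid genes (-1.65, 0.000207, and 0.0994 with an estimated correlation; ER5, LEA14 and AREB1) and endotransglucosylases (-0.75, 0.00164 and 0.0994; 1 higher, 3 lower, with BR1 at -2.32). Nutrient genes were higher (0.88, 0.00739, and 0.208 with an estimated correlation; 0.0538 with the covariate). Adjusted over the list alone the counts were 10 lower and 1 higher, 3 lower, 4 lower and 1 higher, and 4 higher. Of these members, BR1 lost its call without PSTVd-M replicate 1 (-1.76) or PSTVd-S23 replicate 2 (-1.67), LEA14 without PSTVd-S23 replicate 1 (-1.34), AREB1 without any but PSTVd-S23 replicate 3 (-1.99 to -1.50) and ETR2 without any but PSTVd-M replicate 2 (1.05 to 1.47). The count was 372 without PSTVd-S23 replicate 1 and 1418 with the covariate (780 higher, 638 lower).

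At 49 dpi 74 probe sets differed between the variants, 33 higher and 41 lower in PSTVd-S23 (24 and 48 after centring, 35 and 65 after cyclic loess). Dif54 (-4.60 ± 0.376, adjusted p = 1.74e-06) and TPX2 (-3.41 ± 0.471, adjusted p = 0.00113) were lower in the severe variant whichever array was left out. Also lower were FRO1 (-4.23, adjusted p = 0.0222) and matriochka (-3.48, adjusted p = 0.0168). Higher were GABA-TP3, which breaks down GABA (1.15, adjusted p = 0.0187), and ALPHA-DOX2, which oxidises fatty acids (0.78, adjusted p = 0.0168). All 4 lost the call without replicate 1 or 2 of PSTVd-M or 1 or 3 of PSTVd-S23 (FRO1 -4.65 to -3.78, matriochka -3.70 to -3.36, GABA-TP3 1.1 to 1.24, ALPHA-DOX2 0.68 to 0.93). Pectin genes were lower as a list (median -0.45, camera adjusted p = 0.0432, and 0.658 with an estimated correlation, 0.14 with the covariate, 0.0723 after centring, 0.145 without the 25% of probe sets with the lowest signal and 0.159 by fry), with 0 called by limma, 1 at an unadjusted p under 0.05, and the list call lost without PSTVd-M replicate 1 (0.0975) or PSTVd-S23 replicate 1 (0.0967) or 2 (0.0609). The count was 13, 25 or 575 without PSTVd-M replicate 1, 2 or 3, 19 or 23 without PSTVd-S23 replicate 1 or 3, and 144 with the covariate (89 higher, 55 lower).

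Both variants changed many probe sets in the same direction at 17 dpi, where 114 were higher in both and 86 lower in both (4.07 and 3.18 for independent lists of those sizes). Across probe sets, which are not independent replicates, the log2 changes of the variants correlated at r = 0.808 (0.446 in simulations of unchanged groups against the same controls), with a covariance of 0.409 (simulated 0.0832, difference 0.325). At 24 dpi 14 were higher in both and 17 lower in both (2.57 and 1.38), with r = 0.443 (simulated 0.5) and a covariance of 0.195 (simulated 0.0836, difference 0.111), and at 49 dpi 893 and 1218 (248 and 469), with r = 0.873 (simulated 0.5) and a covariance of 1.11 (simulated 0.0834, difference 1.03). Each control group has 3 arrays, too few to split, so part of the excess may come from the shared controls. The 17 dpi changes also correlated with the slopes of the probe sets on the 5' to 3' score (-0.49 in PSTVd-M and -0.404 in PSTVd-S23). Both infected groups scored lower than the controls of that day, so part of the shared change may go with the score. With the covariate r was 0.762, 0.278 and 0.803, and at 49 dpi it was 0.752 without the 2 low-scoring control arrays. At 17 dpi r was 0.685 without PSTVd-S23 replicate 2, at 24 dpi it ranged from 0.34 without PSTVd-M replicate 2 to 0.551 without control replicate 1, and at 49 dpi it was 0.725 without PSTVd-M replicate 3.

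Probe sets called in the same direction at all 3 times numbered 76 in PSTVd-M, 59 higher and 17 lower, and 10 in PSTVd-S23, 5 higher and 5 lower. Among the named genes, AOS, OPR3, NML1 and NPR1 were higher and XTH6, exp18, TBG4 and SBT1 lower at all times in PSTVd-M, and matriochka was lower at all times in PSTVd-S23. At 24 dpi, of 6 fits with an array left out, the call ended in 6 for NPR1, 5 for OPR3 and 4 for NML1. For matriochka in PSTVd-S23 it ended in 5 of 6. Near the threshold were NPR1 at 49 dpi (0.73, adjusted p = 0.0425; call lost without any array but PSTVd-M replicate 1), TBG4 at 24 dpi (-1.08, adjusted p = 0.0175; lost without PSTVd-M replicate 1 or control replicate 1 or 2) and exp18 at 49 dpi (-1.06, adjusted p = 0.0182; call lost without PSTVd-M replicate 2 or 3 or control replicate 1, -1.21 to -0.86 over the fits). With the covariate the counts were 134 and 17, and without the 2 low-scoring controls 27 and 3. They were 24 in PSTVd-M without control replicate 1 of 17 dpi, the lowest of its fits, and 1 in PSTVd-S23 without control replicate 1 or PSTVd-S23 replicate 2 of 17 dpi. Others that moved the PSTVd-M count by over 1.5 times were PSTVd-M replicates 2 (39) and 3 (43) and control replicate 3 (47) of 17 dpi, control replicate 1 of 24 dpi (50), and PSTVd-M replicate 2 (48) and control replicate 1 (48) of 49 dpi. For PSTVd-S23 they were PSTVd-S23 replicate 1 (4) and control replicates 2 (4) and 3 (6) of 17 dpi, PSTVd-S23 replicates 1 and 3 and control replicate 3 of 24 dpi (5 each), and PSTVd-S23 replicates 1 (6) and 2 (4) and control replicate 1 (5) of 49 dpi. No probe set was called the same way in all 6 comparisons by limma (19 were at an unadjusted p under 0.05), and 32 were in the 5 other than PSTVd-S23 at 24 dpi, 26 higher and 6 lower.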

Values the study reported

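The study counted 3469 genes as changed in infected plants at 1 or more of the times, at a p under 0.05 and at least a 2-fold change. Its text does not say whether this p was adjusted, and the study's rule as run here takes it as unadjusted. The study put the largest number of changed genes at 49 dpi for both variants, and found 95 genes changed at all times in mild infection and 33 in severe infection.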

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

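Of the tests in this part, the 5' to 3' score as a covariate, the fits without control replicates 1 and 2 of 49 dpi, and the test of any 1 control array left were chosen only after the result was seen.

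The effect of infection differed between 49 and 17 dpi, by the limma test of the difference, in 2226 probe sets for PSTVd-M (899 higher, 1327 lower, 40.4% higher, median of all -0.158; 831 and 1721 after centring, 32.6%, median -0.297; 43% and 0.00363 after cyclic loess; 50.1% without the 25% of probe sets with the lowest signal and 50.8% with the covariate). For PSTVd-S23 it differed in 4557 (39.4% higher, median -0.234; 1439 and 3564 after centring, 28.8%, median -0.466; 43.8% and -0.043 after cyclic loess; 52.3% without low probe sets and 66.3% with the covariate). Among the panel, fixed after reading the study, the effect on BR1 was higher at 49 than at 17 dpi, by 6.80 ± 0.829 in PSTVd-M (adjusted p = 0.000156, and 0.0121 without the 2 low-scoring controls) and 6.91 ± 0.879 in PSTVd-S23 (0.000141 and 0.00697). The expansin exp9 differed by 3.58 ± 0.777 (adjusted p = 0.01, and 0.343 without those controls) and 5.79 ± 0.824 (0.000409 and 0.0116), and AGP-1 by 2.13 ± 0.51 (0.0154 and 0.236) and 2.82 ± 0.541 (0.00365 and 0.0532). As a list the expansins had a higher effect at 49 than at 17 dpi in PSTVd-S23 (mean 1.59, camera adjusted p = 0.0244, and 0.746 with an estimated correlation), with EXP1, EXP5, EXP12, EXPA4 and exp9 called. BR1 signal in PSTVd-M roots lay between 6.5 and 6.9 at 17 dpi and between 6.4 and 7.3 at 49 dpi. In PSTVd-S23 roots it lay between 8.0 and 8.5, then between 7.4 and 9.7. Controls fell from 10.06 or more to 3.99 or less, so the BR1 difference goes with their fall. AOS (1.49, adjusted p = 0.405, and -1.67, 0.354), loxD (-0.21, 0.875, and -0.67, 0.586), exp18 (0.50, 0.35, and 0.89, 0.103) and CEVI-1 (1.42, 0.272, and -1.01, 0.444) were not called. The counts were 362 and 199 with the covariate and 35 and 120 without the 2 controls. For PSTVd-M, 4 of 100 splits within the times gave as many calls as the real one, a share under 0.05. Yet the highest other gave 5079 against 2226, so another grouping gave more calls, and the reason was not tested.

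Control probe sets, outside the main tests, were called higher in infected roots in 1 case in PSTVd-M at 17 dpi, 1 at 24 dpi, 3 in PSTVd-S23 at 24 dpi and 35 at 49 dpi, where 148 of 171 were called. In PSTVd-M at 49 dpi limma called 0, with 72 at an unadjusted p under 0.05. Of 45 probe sets for spikes, bacterial and phage sequences that plants lack, limma called 37 in PSTVd-S23 at 49 dpi (16 higher), 0 in PSTVd-M at 49 dpi and 28 in controls of 49 against 17 dpi.

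PSTVd-S23 had 5744 calls at 49 dpi and 356 at 17 dpi. Lower RNA integrity of the 49 dpi controls accords with 2 tests, since the changes correlated at r = 0.764 with those predicted from the slope on the score within the other groups (20 arrays; 93.2% of called probe sets had the predicted sign) and the count was 230 without the 2 lowest-scoring controls. Spikes do not come from the plants, yet 37 of their 45 probe sets were called, so an unknown part of the 5744 calls need not be a response of the roots. The bioB spike read 10.09 and 10.45 on the 2 lowest-scoring controls, 8.50 on the other, and 7.80 to 7.99 in PSTVd-S23 of that day. Broken plant RNA and another technical difference of these arrays were not told apart. Without the 2 lowest-scoring controls, 98.5% of the probe sets called with all arrays kept their sign. Their median absolute log2 change was 0.629, against 1.14 with all arrays, so the changes shrank and not only the number of calls. Those probe sets were chosen by their calls with all arrays, so part of the shrinkage may come from that choice. That 1 control array is left, whichever it is, is argued against as the cause, since leaving out other control pairs gave 5051 and 4368, but fewer arrays as the cause cannot be told apart, since leaving out pairs of PSTVd-S23 arrays gave 332, 705 and 1357. An effect of infection that is larger at 49 dpi also stays open, and the 10 splits of the arrays are too few for a share under 0.05 (real 5744, as large in 1, highest other 1).

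PSTVd-M had 2448 calls at 49 dpi and 407 at 17 dpi. Without the same 2 controls the count was 89 (2944 and 2237 without other control pairs; 2806, 576 and 179 without pairs of PSTVd-M arrays). The correlation with the change predicted from the score was r = 0.595 (86.9% of the predicted sign, SD 0.505 predicted and 0.994 measured), which leaves lower RNA integrity of the controls unable to be told apart from infection as the source. Of the 10 splits, too few for a share under 0.05, 2 gave as many calls, with 4257 in the highest other, which parts PSTVd-M replicate 1 and control replicates 1 and 2, the 3 arrays with the lowest scores, from the rest (score difference 2.38, and 1.62 in the real split). Without control replicates 1 and 2 the median absolute log2 change of the called probe sets was 0.627, against 1.21 with all arrays. Of these probe sets 96.6% kept their sign, and their choice by calls with all arrays may give part of the shrinkage. A larger effect of infection at 49 dpi was not tested apart from these explanations and stays open.

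The PSTVd-S23 arrays of 24 dpi lay near the controls of that day. This was seen over the 200 probe sets called the same way in both 17 dpi comparisons. There the median change in the direction of those calls was 1.84 in PSTVd-S23 at 17 dpi and 0.256 at 24 dpi (0.107, 0.333 and 0.359 by array). In PSTVd-M at 24 dpi it was 1, a ratio of 0.255. At 49 dpi the same median was 0.223 in PSTVd-S23 and 0.345 in PSTVd-M, so low values also occurred in infected roots of another day. The 200 probe sets were chosen by their calls at 17 dpi, which favours large values on that day. The 24 dpi ratio of PSTVd-S23 to PSTVd-M was 0.222 with the covariate. PSTVd-M and PSTVd-S23 roots scored below the controls of that day by similar amounts (-1.49 and -1.1). The covariate could thus move the ratio little, and the ratio does not decide about a difference in RNA integrity. Plants without infection or a wrong label (0.255) cannot be told apart from a weaker response, since ERF4 and other probe sets did change. ERF4 kept its call whichever array was left out, while PR1b1 lost it in 5 of 6 such fits. The count was 132 (as large in 1 of 10 splits, too few for a share under 0.05, highest other 2), and 3 with only the arrays of the groups compared. Exchanging all PSTVd-S23 and control labels of 24 dpi would leave the distance between them unchanged, so it cannot explain their nearness. A swap of some arrays cannot be told apart by the change of 24 dpi controls over that of PSTVd-M at 17 dpi (0.259). The 17 dpi controls are part of both the choice of probe sets and that ratio. Against a lack of infection speaks that the study detected viroid RNA in infected roots of every time. It also sequenced the severe variant from roots of this day. These measures do not show whether an array carries the right label. The study's Northern blots showed less PSTVd-S23 than PSTVd-M RNA at 17 and 24 dpi. By another method, nCounter, that difference was significant at 17 dpi alone. For selected genes the study reports nCounter profiles like those of its arrays, which bears on the labels. None of these measures was used here, so a label error stays open. A response of severe infection that differs by day, as the design allows, also stays open.

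For the other comparisons of 3 against 3 arrays the 10 splits are again too few for a share under 0.05. The real count was as large in 1 split each, with 407 against a highest other of 2 (PSTVd-M, 17 dpi), 591 against 12 (PSTVd-M, 24 dpi), 703 against 1 and 74 against 4 (between variants, 24 and 49 dpi), and 963 against 5 and 5993 against 0 (controls of 24 and 49 dpi against 17 dpi).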

How the results depend on the processing

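The score as a covariate and the fit without control replicates 1 and 2 of 49 dpi were chosen only after the result was seen, as was the gene-by-gene algorithm for array weights. Counts of calls are given for PSTVd-M at 17, 24 and 49 dpi, PSTVd-S23 at these times, PSTVd-S23 against PSTVd-M at these times, the 49 against 17 dpi effect in PSTVd-M and PSTVd-S23, and controls of 24 and 49 dpi against 17 dpi, and only where they moved by over 1.5 times. The cause was not tested unless a smaller number of arrays or probe sets, or a stricter or looser rule, is the alternative itself.

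With the covariate they were 732 (PSTVd-M, 17 dpi), 1585 (49 dpi), 727, 240 and 697 (PSTVd-S23), 14, 1418 and 144 (between variants), 362 and 199 (effects) and 1602 and 2550 (controls), with 134 and 17 called at all times and correlations of 0.278 at 24 dpi and 0.803 at 49 dpi. Without control replicates 1 and 2 of 49 dpi they were 89, 230, 35, 120 and 980, with 27 and 3 at all times and a correlation of 0.752 at 49 dpi. Array weights rested largely on 1 array in PSTVd-M groups. Replicate 2 had 6.48 at 17 dpi (replicates 1 and 3 had 0.467 and 0.26) and 8.78 at 49 dpi (0.314 and 0.423). With these weights the counts were 4206, 902 and 6850 (PSTVd-M), 868 (PSTVd-S23, 17 dpi), 58, 1860 and 3680 (between variants) and 6969 (PSTVd-M effect). With only the arrays of the groups compared they were 122, 145 and 140 (PSTVd-M), 66 and 3 (PSTVd-S23, 17 and 24 dpi), 0, 289 and 4 (between variants) and 130 (PSTVd-M effect). By the study's rule they were 709 and 891 (PSTVd-M, 17 and 24 dpi), 751, 426 and 3385 (PSTVd-S23), 185 and 525 (between variants, 17 and 49 dpi) and 3563 (controls, 49 dpi), with 26 at all times in the same direction in PSTVd-S23. With a 2-fold threshold added they were 1539 (PSTVd-M, 49 dpi), 3310 (PSTVd-S23, 49 dpi) and 3485 (controls, 49 dpi), and without the 25% of probe sets with the lowest signal 3 (between variants, 17 dpi) and 2940 (PSTVd-S23 effect). With an estimated correlation camera called 1 of the 26 lists in the comparisons with controls. After centring, after cyclic loess, with trend and robust and without moderation, no count moved by over 1.5 times. CAB5 changed by 0.048 in PSTVd-S23 at 49 dpi after cyclic loess, and CEVI-1 by 1.40 in PSTVd-M at 49 dpi with array weights, the signs opposite to those with the main settings.

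With each array left out, counts ranged from 106 to 307, 248 to 517 and 730 to 4537 (PSTVd-M), 99 to 274, 39 to 130 and 3576 to 6219 (PSTVd-S23), 5 to 20, 372 to 557 and 13 to 575 (between variants), 359 to 4577 and 365 to 5583 (effects), and 24 to 74 and 1 to 9 (all times). Correlations ranged from 0.685 to 0.836, 0.34 to 0.551 and 0.725 to 0.919, called lists from 16 to 28, and of 256 called gene results (a gene in a comparison) 140 kept the call throughout. Where 1 array of PSTVd-S23 at 17 dpi or 1 control of 49 dpi is left, it is assumed to vary like the other groups.

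The replicate numbers are shared labels and were not taken as pairing, since 11 of 31 same-numbered pairs of arrays had correlated deviations over 0.1 (-0.501 to 0.622) and in 10 of 31 cases, counting an array once per comparison, it correlated best with its own number. With the replicate block 13 of 13 counts stayed within 1.5 times, 299 of the gene results kept their side of the threshold and 14 lost the call, and so did the glycosidase list of PSTVd-M at 17 dpi (0.0542).

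Over the gene results, 271 kept their direction and side of the threshold with the covariate (44 lost the call), 304 after centring (10), 304 after cyclic loess (8), 295 with array weights (5) and 39 without the 2 controls (85). Of 37 list calls, 34 were lost with an estimated correlation, 13 with fry, 4 with the covariate, 3 after loess, 3 without low probe sets, 2 after centring and 0 with the mean of all probe sets. Signals near the low end of the scale, such as those of the pectin genes or of AOS in controls, could not be set against background, since scanner files were not used here.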

Other observations

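Control roots changed with age as well. Between 17 and 24 dpi, abscisic acid genes rose, with the synthesis genes NCED1, whose enzyme cleaves carotenoids (5.07, adjusted p = 0.000144), and ZEP, the zeaxanthin epoxidase (3.38, adjusted p = 3.37e-05), and the signalling factor AREB1 (2.71, adjusted p = 0.00122) called of 7 genes (median 2.71, camera adjusted p = 0.000715, and 0.158 with an estimated correlation; 4 adjusted over the list alone). loxD rose by 5.09 (adjusted p = 5.18e-05) and FRO1 by 3.28 (adjusted p = 0.0193; call lost without control replicate 1 or 2 of 17 dpi or 1 or 3 of 24 dpi, 2.81 to 3.97 over the fits). ACO5, which makes ethylene, fell by 6.79 (adjusted p = 0.00163), XET2 by 5.32 (adjusted p = 7.79e-07) and GA3ox1, which makes active gibberellin, by 5.30 (adjusted p = 1.85e-07). Ethylene genes were lower as a list (10 lower, 2 higher; median -0.32, adjusted p = 4e-05, and 0.198 with an estimated correlation; 14 and 2 adjusted over the list alone), and so were sucrose genes (7 lower of 18; median -0.21, 0.000588 and 0.158; 7 alone). The count was 963 (472 higher, 491 lower), and 1602 with the covariate.

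The wall genes TBG7, BR1 and XET2 were lower in control roots at 49 dpi than at 17 dpi. TBG7 changed by -6.62 (adjusted p = 7.46e-11, near the low end of the scale at 49 dpi, so the size is less certain). BR1 changed by -6.80 (adjusted p = 3.24e-07) and XET2 by -5.57 (adjusted p = 2.62e-07). ACO5 (-6.10, adjusted p = 0.00106) and LOX1.1, a lipoxygenase (-5.18, adjusted p = 4.23e-05), were lower too, and higher were FRO1 (4.81, adjusted p = 0.000319), 20ox-3 (4.63, adjusted p = 2.74e-05), ZEP (4.14, adjusted p = 1.36e-06) and NCED1 (4.06, adjusted p = 0.000312). Without control replicates 1 and 2 of 49 dpi, which leaves 1 array of that day and takes the spread from other groups, all but ACO5 (0.139) had an adjusted p under 0.05. Lists lower by camera were expansins (median -2.33, adjusted p = 0.00459, and 0.275 with an estimated correlation; 8 of 12 lower), endotransglucosylases (-2.01, 0.0211 and 0.275; 6 lower, 2 higher), wall proteins (-2.29, 0.0316 and 0.275; 3 of 4), auxin genes (-1.35, 0.0296 and 0.219; 5 of 9) and ribosomal proteins (-0.50, 0.0211 and 0.275; 5 of 5), each with the same lower count adjusted over the list alone. The count was 5993 (3566 higher, 2427 lower, 59.5% higher, median of all 0.185; 4168 and 2094 after centring, median 0.347; median 0.00713 after cyclic loess), 2550 with the covariate and 980 without the 2 low-scoring arrays, and the score was -5.62 at 49 dpi and -2.81 at 17 dpi.

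Camera did not call the following lists in the comparisons named. In PSTVd-M at 49 dpi antioxidant enzymes had 4 higher and 3 lower (adjusted p = 0.377), ribosomal proteins 2 higher (0.138; fry 0.0169), proteinase inhibitors and wound proteins 1 and 1 (0.661), wall proteins 2 higher (0.138; fry 0.0169), gibberellin genes 2 lower (0.231; fry 0.0154), heat shock proteins 2 higher (0.231; fry 0.0154) and sucrose genes 2 higher and 3 lower (0.727), and WRKY genes had 1 lower at 24 dpi (0.581). In PSTVd-S23 at 49 dpi antioxidant enzymes had 4 higher and 2 lower (adjusted p = 0.678), ribosomal proteins 2 higher (0.577; fry 0.0298), proteinase inhibitors 1 higher and 3 lower (0.72), wall proteins 2 higher and 1 lower (0.881), heat shock proteins 3 higher and 2 lower (0.72), histones 1 lower (0.978), WRKY genes 1 and 1 (0.881) and auxin genes 2 higher (0.746).

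By the unadjusted p and 2-fold rule, 52 probe sets changed at all 3 times in PSTVd-S23 in any direction and 26 in the same direction, and the value quoted above lies between. In PSTVd-M they were 138 and 109, both above the value quoted, as were the 4537 that changed at any time in either variant. Probe sets are counted here.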
